A study of Mus musculus with 4 samples.

How the data were processed

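Kidneys of young and aged mice were perfused with magnetic beads, per the labels, and glomeruli were held back on a magnet and digested to single cells. Droplet-based 3' libraries were made from 2 young and 2 aged preparations. The age in months, the sex, the strain and the number of mice behind each library are not stated in the labels. The replicate numbers in the titles were taken as names of libraries.

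The deposited matrices held raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization, one matrix per library. The values were checked: all were whole numbers, and the lowest total of any barcode was 500 UMIs, so barcodes with fewer counts had been left out before deposition. Per the labels the reads were processed with Cell Ranger 3.1.0 and aligned to GRCm38, whereas the file headers name Cell Ranger 6.0.1, and which version made the counts was not settled. Of the 52636 gene IDs, 52489 (99.7%) were found in GENCODE vM21 for GRCm38, which gave the gene positions. The symbols of 198 genes were shared with another gene, so all sums were made per gene ID.

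Barcodes were kept with at least 500 detected genes and at most 20% mitochondrial UMIs. Doublets were scored per library with the Scrublet method in scanpy 1.11.5. Its automatic threshold marked 125 of 29876 barcodes (0.418%), so instead, after that was seen, the highest scores were removed at a rate of 0.8% per 1000 barcodes, which took out 1876 (6.28%). Counts were scaled to 10000 per cell and log transformed. With 2000 highly variable genes, 30 principal components and 15 neighbours, clusters were made with leidenalg 0.10.2 at resolution 1 and seed 0. No integration of libraries was applied.

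The 37 clusters were named from marker lists. The marker lists, the gene lists, the rule for named genes, the tests and all alternatives except those listed as chosen later were fixed before the data were examined. The thresholds for a name were set after the data had been seen. A cluster received the class with the highest marker level, relative to the best cluster of at least 50 cells, if that level was at least 0.35 with at least 3 detected markers. A cluster in which an unrelated class reached 0.25 of the best class stayed unnamed, and so did single cells with an unrelated class at a level of 0.25. Of the clusters, 22 were named. Mixed clusters held a mean of 26.8% of the kept cells of the young libraries and 0.791% of those of the aged ones. The share was 0.735% in young replicate 1 and 52.9% in young replicate 2, against 0.479% and 1.10% in the aged libraries. Young replicate 2 thus set the young mean. Mixed cells in named clusters made up a mean of 5.81% in the young and 0.932% in the aged libraries. Clusters with a low marker level held 3.49% and 4.98%, among them monocyte-like and dendritic-like cells, and clusters led by genes of another cell type 0.0982% and 0.438%. The largest named endothelial cluster, of 3968 cells, was led by genes that include Sele, Il6 and Lrg1, so inflammatory and stress genes took part in the clustering. It held 98 and 52 young and 2482 and 1336 aged cells. Another endothelial cluster held 941 and 517 young and 245 and 245 aged cells. The mesangial clusters held 12 and 3 young and 670 and 536 aged cells, and 406 and 249 young and 30 and 14 aged cells. These counts include mixed cells. The mesangial test of age thus compares largely different clusters.

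Cells are not replicates, so UMIs were summed per class and library, with at least 20 cells required in each library for the glomerular classes (podocyte, endothelial, mesangial and parietal epithelial). Other classes needed 50 cells in every library and none reached that, so their genes were not tested. The sums were tested for aged against young with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default expression filter and the age group as the only term. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The age by class interaction was tested for each of the 6 pairs of glomerular classes with the library as a block. Standard errors (SE) are the size of the log2 fold change divided by the square root of F. CPM is the depth-scaled count that edgeR gives after TMM, and values after ± are standard deviations over 2 libraries.

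The genes named were set by a rule. In each glomerular class these are the 4 called genes with the smallest p in each direction. Both aged libraries had to lie on the same side of both young ones, and the mean CPM had to be at least 10% of the gene's mean in any other named class. Cdkn1a, Cdkn2a, Cdkn2b, Lmnb1, Glb1 and Gdf15 are named wherever they passed the count filter, as are up to 6 genes called in all 4 classes in 1 direction. Another gene fixed with these 6 is not reported here, and it was taken out of the adjustment over that list. Ctgf, Trim30a and Trim30d were named after their values were seen. Predicted genes without a name were counted and not named.

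There were 10 gene lists: senescence secretory (after SenMayo), p53 and cell cycle arrest, interferon response, class I antigen presentation, NF-kB inflammation, extracellular matrix, podocyte identity, dissociation and immediate early, oxidative phosphorylation, and cytosolic ribosomal proteins. Each was tested in each class with camera of limma 3.58.1 at a preset correlation of 0.01, and p-values were adjusted over the 40 tests. Shares of cells per class and shares of cells with a UMI were compared with exact two-sided permutation tests, which cannot go below a p of 0.333 with 2 libraries against 2. For the cells with a UMI, each cell was thinned to 2000 UMIs and shallower cells were left out. Intervals of shares are 95% Wilson intervals, those of ratios of counts are exact, and a count of 0 was taken to allow up to 3 counts. Intervals and these limits cover counting error only.

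The depth of the sums ranged from 141661 UMIs in parietal epithelial cells of young replicate 1 to 16289499 in endothelial cells of aged replicate 2. The tests were tested on simulated data with known changes at these depths. The simulated changes were 1 or 2 on the log2 scale in either direction, so recovery of smaller changes is not known. In the data, 331 of 701 called podocyte genes and 346 of 760 called endothelial genes changed at least 2-fold. They recovered 88.3% of changed genes in podocytes, 85.0% in endothelial, 67.4% in mesangial and 63.3% in parietal epithelial cells, and 51.0 to 68.3% in the 6 pairs. Of all simulated calls, 1.7 to 9.1% were false. For lists, the NF-kB list was shifted, and camera with the preset correlation also called 1 other list in endothelial, mesangial and parietal epithelial cells. The NF-kB list shares 12 of its 29 genes with the senescence secretory list, so such a call need not be false. Simulated genes were drawn independently, so the simulation cannot tell whether the preset correlation is too low.

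Alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, no count filter, 10% mitochondrial UMIs, 200 genes with 50% mitochondrial UMIs, doublets kept, resolution 2, cells named one by one, genes under 10% of another class left out, cells thinned to 2000 UMIs, equal cell numbers, arterial endothelial clusters left out, the replicate number as a block, and leaving out each library. Of these, only no count filter, genes under 10% left out, resolution 2 and doublets kept were planned for the pairs. For shares, the whole was also restricted to glomerular cells, and for lists fry and an estimated correlation were used. Keeping mixed cells, keeping mixed clusters, a minimum of 1500 UMIs, sums thinned to equal totals and leaving out libraries for the pairs were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the rest. Barcodes that failed the filters, doublets and unnamed cells were left out of the sums. Sequencing reads were not used here.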

Results

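Single cells of mouse glomeruli, the filtering units of the kidney, were profiled in young and aged animals, with cellular senescence named as a theme of the series. There were 2 young and 2 aged libraries. The deposited matrices held 33323 barcodes with 124600182 UMIs. Young replicate 1 had 22398650 UMIs in 5532 barcodes and young replicate 2 had 18457791 in 9649. Aged replicate 1 had 41697199 UMIs in 10621 barcodes and aged replicate 2 had 42046542 in 7521. The filters on genes, mitochondrial UMIs and doublets left 5035 and 6976 cells of the young libraries and 9187 and 6802 of the aged ones. In young replicate 2, 2194 barcodes had under 500 genes, against 229, 405 and 179 in the other libraries.

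The median number of UMIs per kept cell was 2935 and 1258 in the young libraries and 2715 and 3730 in the aged ones. The mean of these medians was 2096 ± 1186 (SD, n = 2) in young and 3222 ± 718 (SD, n = 2) in aged libraries, a difference of 1126 UMIs with an exact two-sided permutation p of 0.667. With 2 libraries against 2 such a p cannot go below 0.333. The difference was 287.5 UMIs without young replicate 2 and 1964 without young replicate 1. It was 618.5 without aged replicate 2 and 1634 without aged replicate 1, so it depended on more than 1 library. The median number of genes was 1140.0 ± 466 in young and 1515 ± 220.3 in aged libraries (exact p 0.667). The median mitochondrial share was 4.62 ± 0.66% in young and 4.98 ± 0.0757% in aged libraries (exact p 1.0). Cells without a class made up 6.87%, 65.5%, 6.06% and 8.22% of young replicate 1, young replicate 2, aged replicate 1 and aged replicate 2. In young replicate 2, 3687 barcodes (52.9%) with a median of 997 UMIs carried markers of several classes. Replicates were not copies of each other by their counts, with a chi-square per degree of freedom of 19.0 between the young and 47.1 between the aged libraries.

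The share of each cell class was compared to ask whether the make-up of the preparations differed with age. Endothelial cells made up 47.9% and 19.2% of the kept cells in the young libraries and 65.5% and 63.3% in the aged ones. Podocytes, the epithelial cells that cover the glomerular capillaries, made up 35.0% and 7.94% in the young and 10.8% and 9.6% in the aged libraries. Mesangial cells, the pericyte-like cells of the tuft, made up 5.64% and 2.54% against 7.32% and 7.84%. Parietal epithelial cells, which line Bowman's capsule, made up 0.616% and 1.28% against 0.522% and 0.794%. Leaving out mixed cells took more from the young libraries in both of these classes. Mesangial cells went from 418 and 252 to 284 and 177 in the young libraries, and from 700 and 550 to 672 and 533 in the aged. Parietal epithelial cells went from 56 and 223 to 31 and 89 in the young, and from 58 and 69 to 48 and 54 in the aged. Macrophages made up 0.0794% (interval 0.0309–0.204%, 4 cells) and 0.129% (interval 0.0679–0.245%, 9 cells) of the young libraries. In the aged libraries they made up 6.27% (interval 5.79–6.78%, 576 cells) and 7.44% (interval 6.84–8.09%, 506 cells). The mean macrophage share rose from 0.104 ± 0.0351% to 6.85 ± 0.827%, with an exact p of 0.333 that was 0.611 after adjustment over the classes. No class passed the adjusted threshold in the exact test. In an edgeR test of cells per class, macrophages alone passed it, with a log2 difference of 6.0 (SE 0.86, adjusted p 0.00523), and both aged libraries lay above both young ones. That change of test moved the number of classes past the threshold from 0 to 1. The edgeR test was not run with cells named one by one, where the young libraries held 58 and 107 macrophages.

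Among the cells of the 4 glomerular classes alone, the podocyte share was 39.2% and 25.7% in the young and 12.8% and 11.8% in the aged libraries. The mean was 32.5 ± 9.60% in young and 12.3 ± 0.73% in aged libraries, and edgeR gave a log2 difference of −1.40 with an adjusted p of 0.0522. Endothelial cells made up 53.7% and 62.0% of glomerular cells in the young and 77.9% and 77.6% in the aged libraries. Mesangial cells made up 6.33% and 8.2% against 8.7% and 9.61%. Of all kept cells, the aged minus young difference in podocyte share was −11.3 percentage points, and it was 2.25 without young replicate 1. The mesangial difference of 3.49 points was 1.94 without young replicate 2. The endothelial difference was 16.5 points without young replicate 2 and 45.2 without young replicate 1. Neutrophils made up 0% and 0.0573% of the young and 0.512% and 0.221% of the aged libraries. B cells made up 2.01%, 0.788%, 1.22% and 0.72% of young replicate 1, young replicate 2, aged replicate 1 and aged replicate 2, and T and NK cells made up 0.576%, 0.516%, 0.631% and 1.13%. Smooth muscle and renin cells made up 1.33% and 1.2% of the young and 0.664% and 0.544% of the aged libraries. Tubule cells made up 0% and 0.86% of the young and 0.522% and 0.221% of the aged libraries.

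**Figure D1:**
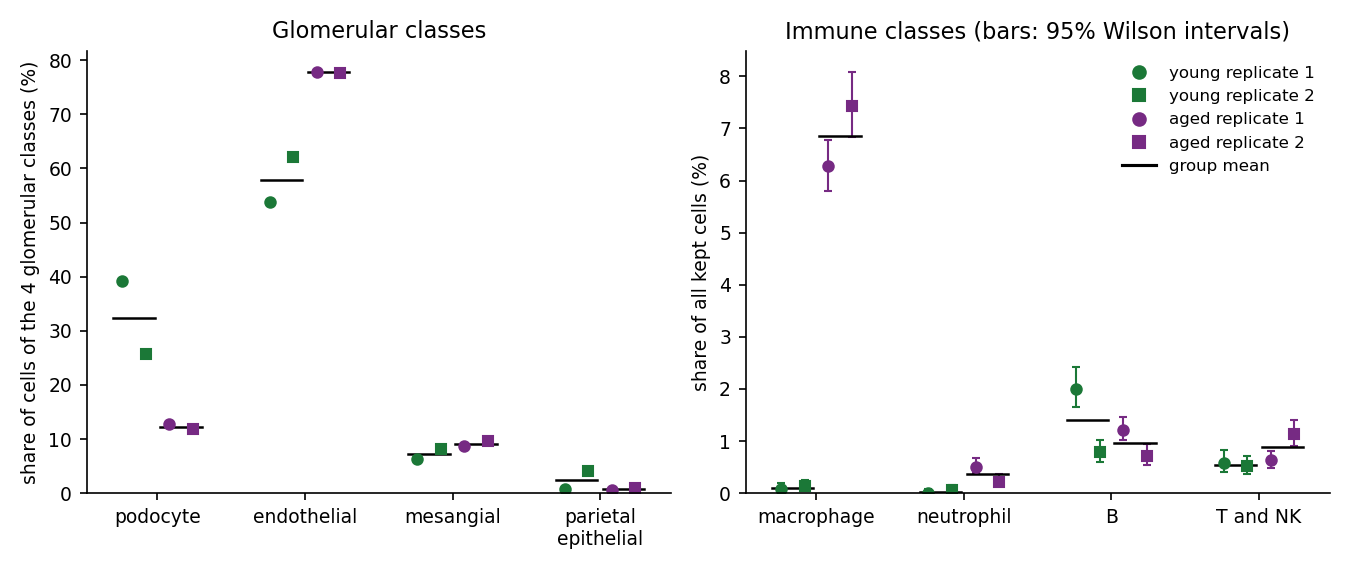
Share of cells per class (%) with 1 point per library, green for young and purple for aged, and a line at the group mean; the left panel gives shares of the 4 glomerular classes, and the right panel gives immune classes as shares of all kept cells with 95% Wilson intervals as bars. Macrophages are at 0.0794% and 0.129% in the young and at 6.27% and 7.44% in the aged libraries.

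Genes that differed between aged and young libraries were tested within each glomerular class. In podocytes 701 of 10844 genes were called (468 higher and 233 lower in aged), and 1858 had an unadjusted p under 0.05. In endothelial cells 760 of 13147 genes were called (508 higher, 252 lower), and 2416 had an unadjusted p under 0.05. In mesangial cells 866 of 10704 genes were called (549 higher, 317 lower), with 2469 under an unadjusted p of 0.05. In parietal epithelial cells 186 of 4508 genes were called (105 higher, 81 lower), with 784 under an unadjusted p of 0.05. The sums of parietal epithelial cells rested on 31, 89, 48 and 54 cells. Both aged libraries lay on the same side of both young ones for 4990 tested genes in podocytes (46%), 6425 in endothelial (48.9%), 5822 in mesangial (54.4%) and 2166 in parietal epithelial cells (48.0%), where chance gives a share of 0.333. A change of at least 2-fold was seen for 331 called genes in podocytes, 346 in endothelial, 456 in mesangial and 143 in parietal epithelial cells. Of the called genes 135 in podocytes (19.3%), 175 in endothelial (23%), 88 in mesangial (10.2%) and 20 in parietal epithelial cells (10.8%) were under 10% of their level in another named class. Predicted genes without a name made up 81, 65, 57 and 1 of the called genes of podocytes, endothelial, mesangial and parietal epithelial cells. The largest shift in podocytes came from naming cells one by one, which left 24 called genes.

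**Figure D2:**
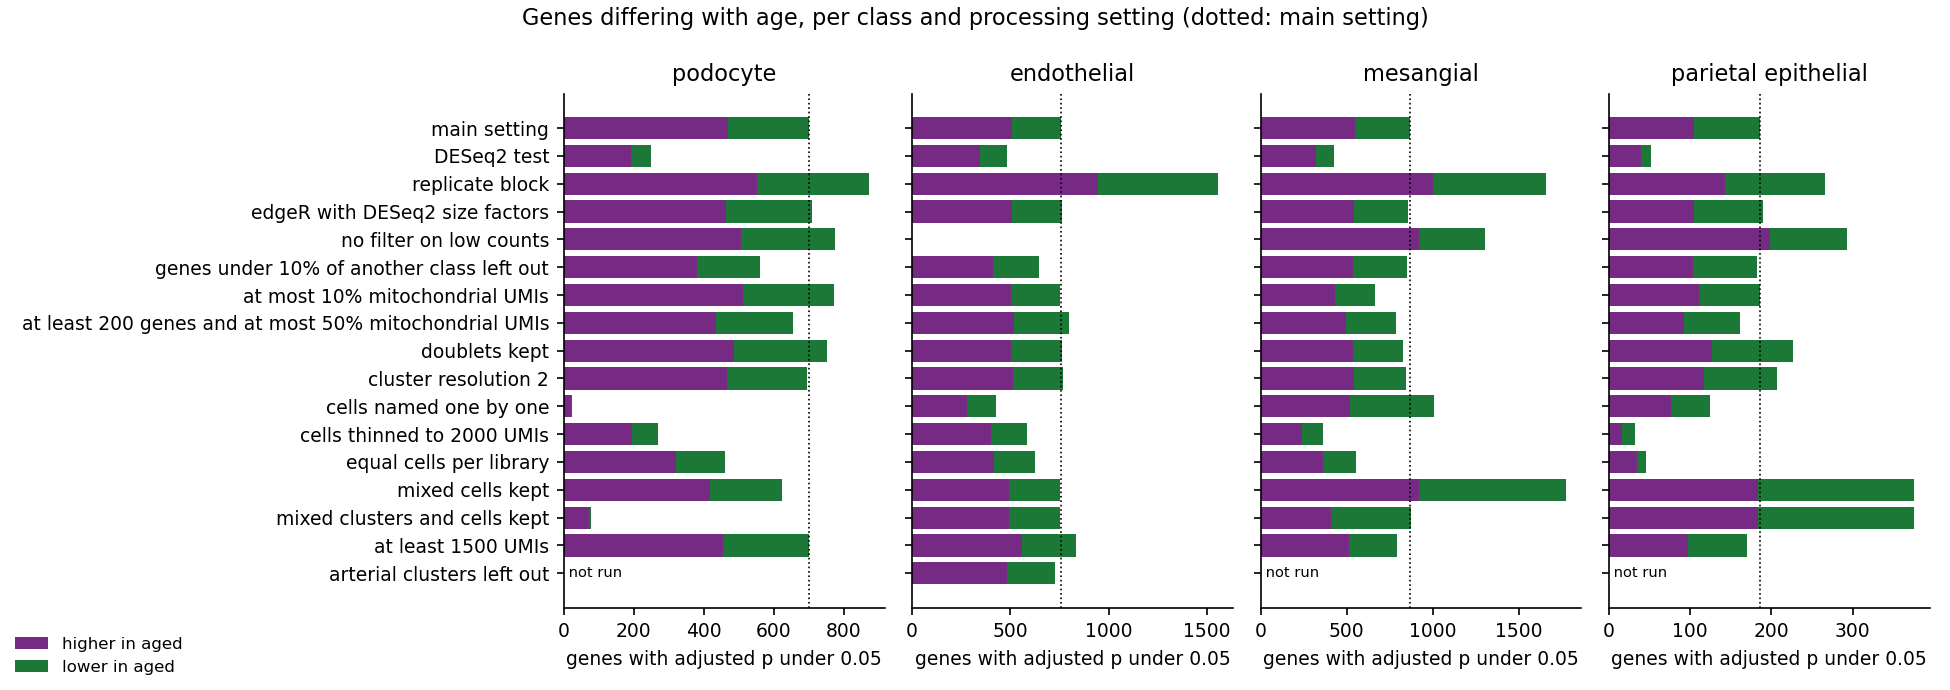
Number of genes with an adjusted p under 0.05 between aged and young libraries (horizontal axis) in each glomerular class under each setting, with genes higher in aged in purple and lower in green. The podocyte count goes from 701 to 24 when cells are named one by one, the endothelial count with no filter on low counts is a true 0, and leaving out arterial clusters was run for endothelial cells only.

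In podocytes, Luzp2 (ENSMUSG00000063297, 7:54835498–55268885, plus strand) rose from 6.83 ± 3.21 to 89.7 ± 0.0483 CPM (SD, n = 2 per group). Its log2 fold change was 3.87 (SE 0.20, edgeR adjusted p 4.02e-17), and its adjusted p over the alternatives was 3.37e-87 to 0.0107. As for every gene chosen by smallest p, both aged libraries lay on the same side of both young ones. Mt2 (ENSMUSG00000031762, 8:94172664–94173568, plus strand) rose from 185 ± 5.63 to 845 ± 102 CPM (log2 fold change 2.19, adjusted p 4.08e-14). Mt2 overlaps the opposite-strand gene Gm45774. The log2 fold change of Rcan1 (ENSMUSG00000022951, 16:92391953–92470867, minus strand) was 2.18 (adjusted p 4.08e-14). Rnd1 (ENSMUSG00000054855, 15:98663421–98677461, minus strand) rose by 3.54 on the log2 scale (adjusted p 5.07e-14), from 5.49 ± 2.96 to 56.3 ± 13.6 CPM. Among the lower genes, Tob2 (ENSMUSG00000048546, 15:81848272–81858796, minus strand) went from 89.8 ± 0.888 to 36.2 ± 2.95 CPM (log2 fold change −1.30, SE 0.15, adjusted p 1.93e-08). Klf4 (ENSMUSG00000003032, 4:55527143–55532466, minus strand) fell by 1.18 on the log2 scale (adjusted p 3.63e-08), from 252 ± 23.2 to 111 ± 5.43 CPM. Kcna6 (ENSMUSG00000038077, 6:126708329–126740674, minus strand), which overlaps the opposite-strand gene Gm26673, fell by 1.62 (adjusted p 4.64e-08). Zfp36l2 (ENSMUSG00000045817, 17:84183931–84187947, minus strand) fell by 1.21 (adjusted p 3.43e-07). Klf4 belongs to the dissociation and immediate early list. Luzp2, Mt2, Rcan1 and Tob2 were called in all 15 alternatives. Rnd1, Klf4, Kcna6 and Zfp36l2 were called in 13 of 15 and lost their calls when cells were named one by one and when mixed clusters were kept. Their adjusted p over the alternatives was 2.01e-58 to 0.445 for Rnd1, 2.40e-16 to 0.103 for Klf4, 1.17e-19 to 0.215 for Kcna6 and 2.13e-15 to 0.134 for Zfp36l2.

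In endothelial cells, Zbtb16 (ENSMUSG00000066687, 9:48654297–48836222, minus strand) rose from 5.66 ± 0.389 to 71.8 ± 12.9 CPM (log2 fold change 3.65, SE 0.20, edgeR adjusted p 1.36e-08). Il6 (ENSMUSG00000025746, 5:30013114–30019981, plus strand) rose from 25.9 ± 2.11 to 158 ± 21.9 CPM (log2 fold change 2.60, SE 0.16, adjusted p 3.94e-08). Pdlim1 (ENSMUSG00000055044, 19:40221173–40271842, minus strand) rose by 1.99 on the log2 scale (adjusted p 7.19e-07). Lrg1 (ENSMUSG00000037095, 17:56119678–56122001, minus strand) rose by 1.85 (adjusted p 8.75e-07). Tiam1 (ENSMUSG00000002489, 16:89787111–90143769, minus strand) went from 61.2 ± 10.1 to 16.8 ± 0.896 CPM (log2 fold change −1.86, SE 0.16, adjusted p 1.76e-06). Meox1 (ENSMUSG00000001493, 11:101877510–101894374, minus strand) fell by 1.57 on the log2 scale (adjusted p 2.80e-06). Thrsp (ENSMUSG00000035686, 7:97412938–97417730, minus strand) fell by 1.84 (adjusted p 6.20e-06), and Olfr1396 (ENSMUSG00000047511, 11:49109982–49114874, minus strand) by 2.06 (adjusted p 1.25e-05). All 8 were called in 15 of 16 alternatives and lost their calls without the filter on low counts, where no endothelial gene was called. Their adjusted p in that setting was 0.0687 for Il6 and 0.0915 for Olfr1396, and over all alternatives it was 6.30e-71 to 0.0687 for Il6 and 5.96e-20 to 0.0915 for Olfr1396.

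In mesangial cells, Ptgs2 (ENSMUSG00000032487, 1:150100031–150108227, plus strand) rose from 16.6 ± 2.88 to 132 ± 2.63 CPM (log2 fold change 3.02, SE 0.20). Rab3c (ENSMUSG00000021700, 13:110054187–110280996, minus strand) rose from 13.6 ± 2.97 to 182 ± 59.5 CPM (log2 fold change 3.71, SE 0.27). Ccl2 (ENSMUSG00000035385, 11:82035571–82037453, plus strand) rose from 20.4 ± 0.00934 to 307 ± 132 CPM (log2 fold change 3.91, SE 0.29), and the aged libraries differed widely. Cxcl13 (ENSMUSG00000023078, 5:95956951–95961068, plus strand) rose from 187 ± 32.7 to 1132 ± 218 CPM (log2 fold change 2.59, SE 0.19). These 4 genes shared the edgeR adjusted p of 2.14e-06. Steap4 (ENSMUSG00000012428, 5:7960457–7982213, plus strand) went from 133 ± 1.62 to 30.7 ± 0.729 CPM (log2 fold change −2.11, SE 0.17, adjusted p 2.47e-06). Erich4 (ENSMUSG00000074261, 7:25614620–25615892, minus strand) fell by 2.25 on the log2 scale (adjusted p 5.29e-06). Blmh (ENSMUSG00000020840, 11:76924809–76987379, plus strand) fell by 1.57 (adjusted p 2.29e-05), and Lbh (ENSMUSG00000024063, 17:72918305–72941947, plus strand) by 1.45 (adjusted p 3.10e-05). All 8 were called in 15 of 15 alternatives.

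In parietal epithelial cells, Tnfrsf12a (ENSMUSG00000023905, 17:23675445–23677468, minus strand) rose from 325 ± 15.9 to 1431 ± 72.0 CPM (log2 fold change 2.14, SE 0.19, edgeR adjusted p 2.92e-06). Vim (ENSMUSG00000026728, 2:13573927–13582826, plus strand) rose from 1622 ± 302 to 4898 ± 421 CPM (log2 fold change 1.60, adjusted p 2.39e-05). Adamts1 (ENSMUSG00000022893, 16:85793827–85803113, minus strand) rose by 1.43 on the log2 scale (adjusted p 5.79e-05), and F3 (ENSMUSG00000028128, 3:121723537–121735048, plus strand) by 2.10 (adjusted p 6.98e-05). Jun (ENSMUSG00000052684, 4:95049034–95052222, minus strand), which overlaps the antisense gene Junos, went from 3158 ± 67.8 to 1184 ± 226 CPM (log2 fold change −1.41, SE 0.17, adjusted p 5.79e-05). Egr1 (ENSMUSG00000038418, 18:34859823–34864984, plus strand) fell by 1.55 on the log2 scale (adjusted p 0.000581). Nr2f2 (ENSMUSG00000030551, 7:70351944–70366735, minus strand), which overlaps the opposite-strand gene B130024G19Rik, had a log2 fold change of −1.202 (adjusted p 0.000867). Rsrp1 (ENSMUSG00000037266, 4:134923592–134927671, plus strand) fell by 1.27 (adjusted p 0.00113). All 8 were called in 15 of 15 alternatives. Jun and Egr1 belong to the genes induced by dissociation. Jun, Egr1 and Rsrp1 were highest in podocytes, and stood at 26.9%, 38.2% and 51.0% of that level in parietal epithelial cells. Podocyte RNA in the parietal epithelial sums was not measured, so it stays open as a source of these 3 differences.

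Genes called in all 4 glomerular classes numbered 10, all in 1 direction across the classes (8 higher and 2 lower in aged). The log2 fold changes of Mt1 (ENSMUSG00000031765, 8:94179082–94180327, plus strand) were 2.11 in podocytes, 1.49 in endothelial, 2.07 in mesangial and 1.72 in parietal epithelial cells, and the last was 2.87 without young replicate 2. Cirbp (ENSMUSG00000045193, 10:80165985–80172786, plus strand) changed by −1.27, −1.29, −1.70 and −1.48 in the same order of classes, and by −0.77 in podocytes without young replicate 1. Cebpb (ENSMUSG00000056501, 2:167688915–167690418, plus strand), which overlaps the opposite-strand gene Tmem189, changed by 1.28, 1.08, 0.87 and 0.69. Cebpb belongs to the dissociation and immediate early list. Manf (ENSMUSG00000032575, 9:106838312–106891979, minus strand) changed by 0.64, 0.87, 0.86 and 1.52, and it overlaps Rbm15b on the same strand. In podocytes the Manf libraries were not separated, the change was 0.18 without aged replicate 2 and 1.00 without aged replicate 1, and the gene was called in 10 of 15 alternatives. Lgals3 (ENSMUSG00000050335, 14:47367751–47386160, plus strand) changed by 2.31, 2.77, 2.86 and 2.15. It stood at 0.1% of the macrophage level in podocytes, endothelial and mesangial cells, and at 6.6% in parietal epithelial cells. Macrophage markers stood at 0.0605% and 0.0528% of their own level in the aged podocyte sums. The values were 0.0897% and 0.117% in the aged endothelial and 0.0902% and 0.123% in the aged mesangial sums. Carried-over macrophage RNA thus stays open as a source of the Lgals3 rise in podocytes, endothelial and mesangial cells. With few young counts, the Lgals3 ratio was 6.46 (exact interval 3.71–12.3) in endothelial and 7.22 (exact interval 2.74–27.0) in mesangial cells. The Lgals3 log2 fold change in podocytes turned to −1.29 when cells were named one by one and to −1.03 when mixed clusters were kept, and in mesangial cells it turned to −0.21 in the latter setting. Without young replicate 1 it was 1.47 in podocytes, 1.72 in endothelial and 1.57 in mesangial cells, and without young replicate 2 it was 4.72 in endothelial cells, on 2 young UMIs. The mesangial sums have 0 UMIs of Lgals3 in young replicate 1, so no size is given for them without young replicate 2. Apart from Manf in podocytes, both aged libraries lay on the same side of both young ones for each of these genes and classes. Mt1 stood at 7.8% and 1.7% of its highest level in another class in endothelial and parietal epithelial cells, and Cebpb at 4.8% in endothelial cells. Over the alternatives, Cirbp was called in 12 of 15 in podocytes and 11 of 14 in parietal epithelial cells, and Cebpb in 13 of 15 in endothelial and 12 of 15 in parietal epithelial cells. Lgals3 was called in 9 of 13 in podocytes, 13 of 15 in endothelial and 7 of 11 in mesangial cells. Gdf15 (ENSMUSG00000038508, 8:70629393–70632456, minus strand) was called in all 4 classes as well.

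Pairs of classes shared calls. Podocytes and endothelial cells had 145 genes called in both, 124 of them in the same direction. Podocytes and mesangial cells had 138 (114 in the same direction), and endothelial and mesangial cells 208 (198). With parietal epithelial cells, podocytes shared 48 (41), endothelial cells 42 (36) and mesangial cells 44 (43). Each library gave all classes, so classes also shared differences between replicates. Across 5844 genes, the replicate difference of the young libraries in podocytes correlated with that in endothelial cells at r = 0.588, that of the aged libraries at 0.342 and the age difference at 0.316. Between endothelial and mesangial cells, across 6172 genes, these correlations were 0.304, 0.430 and 0.538. Between podocytes and mesangial cells, across 5694 genes, they were 0.283, 0.192 and 0.277. Genes are not independent replicates, and these correlations were computed after the overlaps were seen.

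Senescence genes fixed beforehand were examined in each class. Cdkn2a (ENSMUSG00000044303, 4:89274471–89294653, minus strand) had 1 and 1 UMIs in the young and 119 and 168 in the aged mesangial sums. The ratio was 37.7 (exact interval 10.3–312.5), from 0.735 ± 0.215 to 28.3 ± 2.12 CPM, and the log2 fold change was 5.26 (SE 0.49, edgeR adjusted p 1.08e-05). Both aged libraries lay above both young ones, and the gene was called in all 15 alternatives (adjusted p 3.37e-21 to 0.00393). The mean CPM of Cdkn2a was 13.9 in mesangial cells, 6.13 in macrophages, 3.97 in T and NK cells and 1.03 in endothelial cells. The macrophage mean covers the aged libraries only, whereas the mesangial mean includes the young ones. In endothelial cells Cdkn2a had 3 and 2 young and 20 and 31 aged UMIs, a ratio of 3.25 (exact interval 1.30–10.4), and was not called (adjusted p 0.0953, alternatives 0.0503 to 0.630). Cdkn1a (ENSMUSG00000023067, 17:29090976–29100727, plus strand) rose in endothelial cells from 1735 ± 169 to 2786 ± 299 CPM (log2 fold change 0.68, SE 0.18, adjusted p 0.0327). Both aged libraries lay above both young ones, and the adjusted p was under 0.05 in 13 of 16 alternatives (0.000114 to 0.249). Cdkn1a was not called in podocytes (log2 fold change 0.45, adjusted p 0.304), where it stood at 0.8% of the endothelial level, in mesangial cells (0.43, adjusted p 0.172) or in parietal epithelial cells (0.99, adjusted p 0.105). In parietal epithelial cells the adjusted p of Cdkn1a was under 0.05 in 6 of 15 alternatives (0.000182 to 0.738), and the log2 fold change was 0.38 without young replicate 1 and 2.56 without young replicate 2. In podocytes it was under 0.05 in 0 of 14 alternatives (0.175 to 1.000) and in mesangial cells in 1 of 15 (0.0355 to 0.590). Leaving out each library in turn, the log2 fold change of Cdkn1a ranged over −0.02 to 0.83 in podocytes and 0.13 to 0.68 in mesangial cells.

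Cdkn2b (ENSMUSG00000073802, 4:89306299–89311039, minus strand) was not called in mesangial cells (log2 fold change 1.72, adjusted p 0.0512), with a ratio of 3.11 (exact interval 1.44–7.98), and fell under 0.05 in 7 of 12 alternatives (0.00793 to 0.0759). In endothelial cells the Cdkn2b ratio was 2.03 (exact interval 0.955–4.95, adjusted p 0.279). Gdf15 rose by 1.88 in podocytes (adjusted p 0.0417, called in 8 of 12 alternatives), 3.25 in endothelial (3.14e-06), 1.95 in mesangial (0.02002) and 1.79 in parietal epithelial cells (0.00293). It stood at 0.2%, 1.1%, 1.9% and 14.6% of the macrophage level in these classes, and both aged libraries lay above both young ones in each. Its log2 fold change without 1 library was 1.13 in mesangial cells (aged replicate 2 left out) and 3.05 in podocytes (young replicate 1 left out). Lmnb1 (ENSMUSG00000024590, 18:56707813–56753424, plus strand) and Glb1 (ENSMUSG00000045594, 9:114401076–114474898, plus strand) were not called in podocytes, endothelial or mesangial cells. The log2 fold changes of Lmnb1 were −0.68, 0.28 and −0.05, and those of Glb1 were 0.51, −0.16 and 0.41. Without 1 library, Lmnb1 ranged over −0.75 to −0.54, 0.02 to 0.52 and −0.65 to 0.41 in the same order of classes. Glb1 ranged over 0.44 to 0.58, −0.24 to −0.09 and 0.16 to 0.64. Of these 6 genes, the count filter kept 4 in podocytes, 6 in endothelial, 6 in mesangial and 2 in parietal epithelial cells. Called over all genes were 1, 2, 2 and 1 of them, and adjusted over the list alone 1, 3, 4 and 2.

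Cells with at least 1 UMI were counted after thinning to 2000 UMIs. For Cdkn2a, 0 of 239 and 0 of 151 young mesangial cells had a UMI, which allows up to 1.25% and 1.99%. In the aged libraries 3.98% (interval 2.69–5.85%) and 4.54% (interval 3.05–6.73%) had one, with an exact p of 0.333 (adjusted 0.667). Without thinning the mesangial shares were 0.352% and 0.565% in the young and 11.8% and 17.3% in the aged libraries. Podocytes, taken as a class that should lack Cdkn2a, had shares of 0%, 0%, 0% and 0.158% after thinning, where a count of 0 allows up to 0.182%, 0.607% and 0.328%. The median depth was 4134, 3725, 4488.5 and 7034 UMIs in mesangial cells and 4188, 5929, 5819 and 7689 in podocytes. For Cdkn1a, 91.2% and 87.7% of young and 94.4% and 90.7% of aged endothelial cells had a UMI (exact p 0.667, adjusted 0.889). Without thinning these were 90.0% and 89.0% against 92.3% and 93.1%, at median depths of 2318, 2714, 2341 and 3228 UMIs. In mesangial cells the shares were 43.9% and 42.4% against 55.7% and 39.1% (exact p 1.0), and 57.0% and 55.4% against 71.7% and 64.9% without thinning. The mesangial difference of 4.27 points was −4.03 without aged replicate 1. In parietal epithelial cells they were 12.5% and 14.3% against 28.9% and 36.5% (exact p 0.333, adjusted 0.667), with 68 of 89 cells of young replicate 2 left out as too shallow. Without thinning they were 22.6% and 37.1% against 43.8% and 61.1%, at median depths of 3387, 1068, 4628.5 and 5820.0 UMIs. In podocytes they were 1.46% and 2.83% against 2.84% and 3.0% (exact p 0.333, adjusted 0.667). B cells, which should lack Cdkn1a, had unthinned shares of 3.96%, 7.27%, 7.14% and 8.16% at median depths of 1330, 1644, 1210.5 and 1733 UMIs. Unthinned podocytes had 3.63%, 7.94%, 7.48% and 6.74%, at greater depth. Thinned to 1000 UMIs, podocytes had 0.854%, 1.66%, 1.52% and 0.614% and B cells 2.06%, 3.64%, 5.83% and 6.12%, so podocytes were not above B cells at equal depth.

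**Figure D3:**
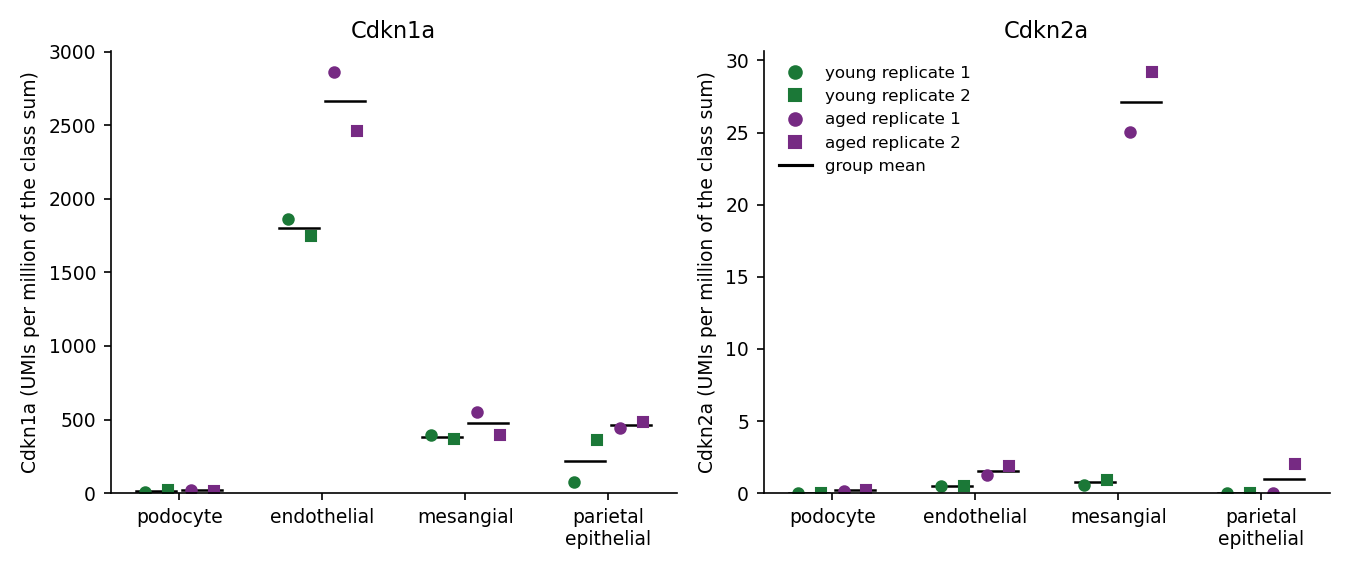
UMIs of Cdkn1a (left) and Cdkn2a (right) scaled to the total of each class sum, before TMM, with 1 point per library, green for young and purple for aged, and a line at the group mean. For Cdkn2a in mesangial cells the aged points rest on 119 and 168 UMIs and the young points on 1 and 1.

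Gene lists were tested to ask whether senescence, inflammation and other programmes moved as sets. The camera test with a preset correlation called 25 of 40 combinations of list and class (20 up, 5 down). Under fry 2 were called, the senescence secretory and NF-kB lists in mesangial cells (adjusted p 0.0417 each), and 9 had an unadjusted p under 0.05. Under an estimated correlation 0 were called, and 6 had an unadjusted p under 0.05. The change to an estimated correlation thus moved the count most. The median log2 fold change of the NF-kB list was 0.61 in podocytes (adjusted p 7.16e-13), 0.66 in endothelial (3.98e-22), 0.98 in mesangial (4.04e-20) and 0.71 in parietal epithelial cells (7.61e-05). In these classes 15 of 16, 24 of 25, 20 of 21 and 14 of 15 of its tested genes were higher. The endothelial median of the NF-kB list was 0.39 without young replicate 1, and the parietal epithelial one was 0.27 without aged replicate 2. Of the NF-kB genes 8, 10, 14 and 5 were called over all genes, and 10, 15, 17 and 7 adjusted over the list alone. The median of the senescence secretory list was 0.22 in podocytes (adjusted p 0.0232), 0.25 in endothelial (1.06e-09), 0.53 in mesangial (8.82e-12) and 0.22 in parietal epithelial cells (0.0415). The podocyte call was lost without genes under 10% of another class (median 0.01, adjusted p 0.333), and the parietal epithelial median was 0.07 without young replicate 1. Of its genes 29 of 47, 52 of 76, 52 of 66 and 24 of 41 were higher. Called over all genes were 9, 21, 27 and 11 of them, and adjusted over the list alone 18, 28, 37 and 17. The NF-kB list shares 12 of its 29 genes with the senescence list of 118.

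The p53 list had medians of −0.06 in podocytes (adjusted p 0.744), 0.56 in endothelial (4.26e-09), 0.16 in mesangial (0.401) and 0.56 in parietal epithelial cells (0.128). The interferon list had medians of 0.17 (adjusted p 0.0415), 0.15 (0.021), 0.19 (0.0852) and −0.07 (0.711) in the same order. The podocyte median of the interferon list was −0.06 without young replicate 1. The class I antigen presentation list had medians of 0.20 (0.218), 0.42 (0.000127), 0.50 (5.89e-09) and 0.28 (0.401). The extracellular matrix list had medians of 0.04 (0.00265), 0.01 (0.401), 0.34 (0.00236) and −0.26 (0.034), and its podocyte median was −0.07 without young replicate 1. The podocyte identity list had medians of −0.06 (0.261), −0.33 (6.25e-06), −0.60 (2.24e-05) and −0.53 (1.67e-06). Without genes under 10% of another class its adjusted p was 0.0769 in endothelial and 0.162 in mesangial cells, so both calls were lost, with 6 of 25 and 6 of 24 genes left. The interferon call in podocytes was lost as well (adjusted p 0.812). The dissociation list had medians of 0.29 (3.52e-08), 0.44 (2.86e-06), 0.04 (0.401) and −0.13 (0.0288). Its parietal epithelial median was 0.36 without young replicate 2 and 0.02 without aged replicate 1. The oxidative phosphorylation list had medians of 0.08 (0.047), 0.08 (0.401), 0.14 (0.131) and −0.05 (0.238), and its podocyte median was −0.05 without young replicate 2. The ribosomal protein list had medians of 0.01 (0.806), 0.31 (1.14e-06), 0.49 (4.10e-15) and 0.03 (0.554). Without genes under 10% of another class, 21 of the 40 combinations were called. Of the 25 called medians, 18 changed by more than 1.5 times or turned sign when some library was left out. Among them, the endothelial interferon median was 0.07 without young replicate 1, and the mesangial podocyte identity median was −0.27 without young replicate 2. Outside the oxidative phosphorylation and ribosomal lists, for which this was not run, at most 1 gene of each list and class had 3 or fewer counts in a group, and setting it to its bound changed no median.

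**Figure D4:**
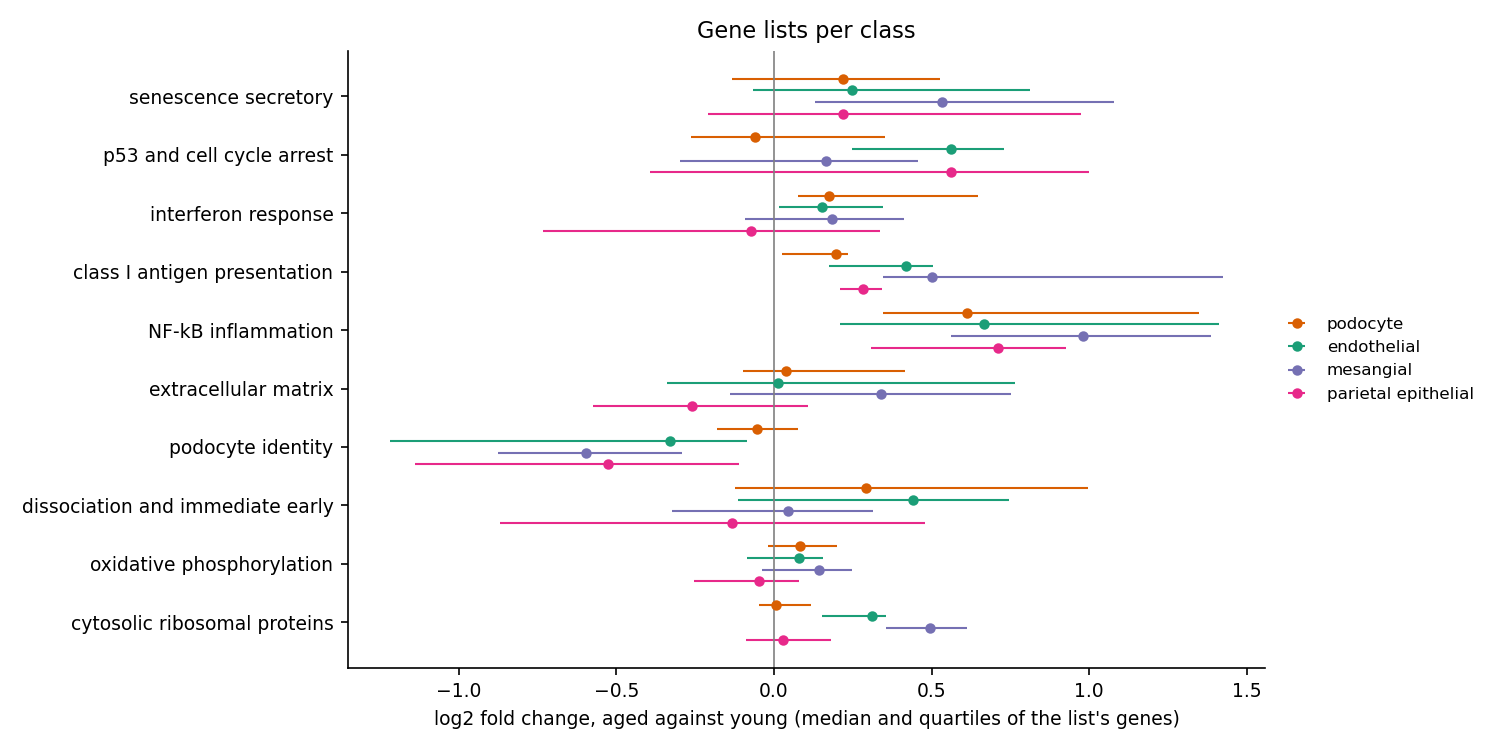
Median log2 fold change, aged against young, of the genes of each list (points) with their quartiles (bars), in 1 colour per glomerular class. The NF-kB medians lie between 0.61 and 0.98 in the 4 classes.

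The difference of the age effect between classes was tested for each pair as an interaction. Between podocytes and endothelial cells 912 of 12736 genes were called, with 2519 at an unadjusted p under 0.05. Between podocytes and mesangial cells 688 of 12312 were called (2105 unadjusted), and between endothelial and mesangial cells 404 of 12671 (1721 unadjusted). With parietal epithelial cells, 276 of 10654 were called against podocytes (1323 unadjusted), 131 of 11463 against endothelial (1050 unadjusted) and 73 of 9025 against mesangial cells (1008 unadjusted). The largest relative move was between endothelial and parietal epithelial cells, where thinning the sums to equal totals left 51 genes. Between podocytes and mesangial cells leaving out genes under 10% of another class moved the count most (420 genes), and between mesangial and parietal epithelial cells leaving out the count filter did (122). The Cdkn2a change did not differ past the threshold between endothelial and mesangial cells (log2 difference 3.58, SE 1.14, adjusted p 0.0911). For Cdkn1a, the difference between parietal epithelial cells and podocytes lay just under the threshold (log2 difference 0.92, SE 0.29, adjusted p 0.0486). Cdkn1a was called in neither of these classes, and podocytes hold little of it.

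The following genes were chosen after their values were seen. Ctgf (ENSMUSG00000019997, 10:24595442–24598683, plus strand), which overlaps the opposite-strand gene Gm15270, rose in podocytes from 152 ± 0.698 to 606 ± 27.6 CPM (log2 fold change 1.99, SE 0.14, edgeR adjusted p 1.18e-13). In mesangial cells Ctgf went from 2029 ± 113 to 1332 ± 359.6 CPM and was not called (log2 fold change −0.61, adjusted p 0.0713, alternatives 0.000334 to 0.9745), and without 1 library the change of Ctgf ranged over −0.91 to −0.35. The interaction of Ctgf between podocytes and mesangial cells was −2.55 (SE 0.19, adjusted p 7.25e-15). It rose by 1.15 in parietal epithelial cells (adjusted p 0.00130) and by 0.96 in endothelial cells (adjusted p 0.00362). In endothelial cells Ctgf stood at 1.6% of its mesangial level, was called in 9 of 15 alternatives (1.46e-07 to 0.776) and turned to −0.24 when cells were named one by one. Trim30d (ENSMUSG00000057596, 7:104470014–104507849, minus strand) had 1 and 1 UMIs in the young and 129 and 217 in the aged mesangial sums, a ratio of 45.4 (exact interval 12.5–376.5, adjusted p 7.27e-06). In endothelial cells Trim30d was not called (log2 fold change 0.01, adjusted p 0.993), and the interaction was 5.59 (SE 0.54, adjusted p 5.39e-07). Trim30d was also called in podocytes, from 2 and 0 UMIs in the young and 12 and 14 in the aged sums, a ratio of 13.4 (exact interval 3.36–116.6, log2 fold change 3.64, adjusted p 0.00178). There it stood at 1.4% of its neutrophil level, and the adjusted p was under 0.05 in 9 of 12 alternatives (0.000256 to 0.382). Its size in podocytes rests on the 2 UMIs of young replicate 1. Trim30a (ENSMUSG00000030921, 7:104409025–104465193, minus strand), its neighbour and paralog, rose by 2.24 in mesangial cells (adjusted p 3.06e-05) and not in endothelial cells (−0.08, adjusted p 0.837), with an interaction of 2.35 (SE 0.23, adjusted p 6.84e-07). Whether the neighbours share reads was not tested.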

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

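In this part the tests of depth and the tests on single pairs and on parts of the pairs were chosen only after the result was seen. The tests on all 6 pairs for carried-over RNA and for the low depth of young replicate 2 had their limits fixed before, but these were taken out after results were seen and later put back word for word.

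The age effect differed between glomerular classes for 912 genes between podocytes and endothelial cells, and 598 of them had fitted changes of opposite sign. Between podocytes and mesangial cells 688 genes differed (440 of opposite sign), and between endothelial and mesangial cells 404 (241). With parietal epithelial cells, 276 genes differed against podocytes (158 of opposite sign), 131 against endothelial (65) and 73 against mesangial cells (43). These signs include changes near 0 that were not called. Genes called in both classes with opposite directions were far fewer, at 21, 24 and 10 in the first 3 pairs and 7, 6 and 1 in the pairs with parietal epithelial cells. The median size of the log2 difference of the differing genes went from 0.77 between podocytes and endothelial cells to 1.97 between mesangial and parietal epithelial cells. These medians cover called genes only. Small differences are harder to call in the shallow parietal epithelial sums, so the medians do not rank the pairs by the size of the difference.

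The tables argue against 2 technical explanations as the whole cause for the 3 pairs among podocytes, endothelial and mesangial cells. RNA carried over from other cells would fall mostly on genes that stand far below their level in another class. Without genes under 10% of another class, the lowest share of differing genes still called in these pairs was 59.0%. Depth that differs between libraries would lose its effect once the sums are thinned to equal totals, and after this thinning the lowest share still called was 52.9%. Part of the calls may still come from carried-over RNA or depth, since some genes were no longer called in each of these pairs.

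The pairs with parietal epithelial cells did not go alike. Between mesangial and parietal epithelial cells 68.5% of the genes were still called without genes under 10% of another class and 80.8% at equal totals, which argues against both explanations as the whole cause. Between podocytes and parietal epithelial cells 66.3% were still called without genes under 10% of another class, which argues against carried-over RNA as the whole cause, but 37.7% at equal totals leaves depth open. Between endothelial and parietal epithelial cells both stay open, at 48.1% and 32.1%. The parietal epithelial sums rested on 31 to 89 cells per library, so losing UMIs by thinning could remove true calls as well as false ones. Over all 6 pairs, the median share still called was 67.4% without genes under 10% of another class, above the limit of 50% fixed before, and 56.2% at equal totals. Neither median decides for all pairs, because single pairs with parietal epithelial cells went below the limit.

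Without young replicate 2 the median share of differing genes that kept their direction was 99.3%. That value decides nothing about the low depth of young replicate 2, because genes chosen for a difference in all 4 libraries tend to keep its direction in 3 of them. Age itself, as a biological difference between classes in their response, was not tested apart from these explanations and stays open. With 2 libraries per age, any difference between the preparations other than age also stays open.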

How the results depend on the processing

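Keeping mixed cells, keeping mixed clusters, the minimum of 1500 UMIs, thinning sums to equal totals and leaving out libraries for the pairs are tests chosen only after the results were seen. The other alternatives were planned.

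The podocyte count of 701 called genes was 250 with DESeq2, 24 with cells named one by one, 79 with mixed clusters kept, 270 with cells thinned to 2000 UMIs and 461 with equal cells per library. Of these, 250, 24, 79, 254 and 442 were among the same 701 genes. Naming cells one by one and keeping mixed clusters both brought the mixed barcodes of young replicate 2 into the sums, and the median prior degrees of freedom fell from 36.4 to 3.07 and 3.83. For DESeq2 the cause was not tested. Thinning cells and equal cell numbers leave fewer UMIs by construction, and the genes tested after thinning went from 10844 to 8821.

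The endothelial count of 760 was 481 with DESeq2 (438 of the same genes), 427 with cells named one by one (406 of the same genes) and 1556 with the replicate number as a block. The cause was not tested for these. Without the filter on low counts it was 0, with 2282 genes at an unadjusted p under 0.05 and median prior degrees of freedom of 3.26 against 15.5 with the filter. All 8 endothelial genes chosen by smallest p lost their call there.

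The mesangial count of 866 was 425 with DESeq2 (409 of the same genes), 1656 with the block, 1301 without the count filter and 1774 with mixed cells kept (676 of the same genes). With mixed cells kept, 51.9% of the called genes were higher in aged, against 63.4% without them. With mixed clusters kept as well it was 873, of which 368 were among the same genes and 46.6% were higher in aged. With cells named one by one it was 1010, with 480 of the same genes and 51.5% higher in aged. The cause was not tested for these. With cells thinned to 2000 UMIs it was 365 (338 of the same genes) and with equal cells 552 (514 of the same genes), where fewer UMIs remain by construction. The parietal epithelial count of 186 was 52 with DESeq2 (all 52 among the same genes), 293 without the count filter, and 376 with mixed cells kept and also with mixed clusters kept (143 of the same genes). The cause was not tested for these. It was 32 with thinned cells and 46 with equal cells, all among the same genes, with 2095 genes tested after thinning.

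Replicate numbers did not pair the libraries. The correlation across genes of the replicate differences of the young and aged libraries was 0.0315 in podocytes, 0.0749 in endothelial, 0.0334 in mesangial and −0.0119 in parietal epithelial cells. The block gave 873 called genes in podocytes and 266 in parietal epithelial cells.

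The 688 genes between podocytes and mesangial cells were 420 without genes under 10% of another class and 437 at equal totals. The 276 between podocytes and parietal epithelial cells were 175 without the count filter and 113 at equal totals. The 131 between endothelial and parietal epithelial cells were 85 without the count filter, 75 without genes under 10% of another class and 51 at equal totals. The 73 between mesangial and parietal epithelial cells were 122 without the count filter, 117 with doublets kept, 77 without genes under 10% of another class and 84 at equal totals. For all of these the cause was not tested.

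The aged minus young difference in macrophage share of 6.75 percentage points was 8.55 with cells named one by one. The relative difference was smaller there, since the young libraries held 58 and 107 macrophages instead of 4 and 9. The aged libraries held 740 and 798 instead of 576 and 506. The podocyte difference of −11.3 was −27.5 with cells named one by one and 2.25 without young replicate 1. The mesangial difference of 3.49 was −3.08 with cells named one by one, 1.90 with mixed cells kept, −9.04 with mixed clusters kept and 1.89 among glomerular cells alone. The parietal epithelial difference of −0.288 was 0.0976 with cells named one by one, −1.33 with mixed cells kept, −1.33 with mixed clusters kept, −1.61 among glomerular cells and 0.0425 without young replicate 2. Which cells are named changes the shares of every class by construction, and beyond that the cause was not tested. The B cell difference turned to 0.181 without young replicate 1, and that of T and NK cells to −0.119 with mixed cells kept and with mixed clusters kept. The tubule difference turned positive in 6 settings, with 1.05 under the lax filter on genes and mitochondrial UMIs, 0.161 with doublets kept, 0.116 at resolution 2, 0.274 with at least 1500 UMIs, 0.371 without young replicate 2 and 0.0924 without aged replicate 2. The cause was not tested for these. The number of classes past the threshold went from 0 in the exact test to 1 with edgeR, since the exact test of 2 libraries against 2 cannot go below 0.333.

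The difference in cells with Cdkn1a UMIs was 0.774 points in podocytes, −0.192 at 1000 UMIs and 0.0641 with doublets kept. In endothelial cells it was 3.12 and 6.67 at 1000 UMIs. In mesangial cells it was 4.27 and −4.03 without aged replicate 1, and in parietal epithelial cells 19.3 and −1.18 at 1000 UMIs. The cause was not tested. Of the 25 called combinations of list and class, fry kept 2 and an estimated correlation called 0. The podocyte medians of the interferon and extracellular matrix lists turned to −0.0580 and −0.0715 without young replicate 1, and leaving out each library they ranged over −0.0580 to 0.373 and −0.0715 to 0.126. That of oxidative phosphorylation turned to −0.0523 without young replicate 2, in a range of −0.0523 to 0.271. The parietal epithelial median of the dissociation list turned to 0.363 without young replicate 2 and 0.0241 without aged replicate 1, in a range of −0.435 to 0.363. Among named genes, Lgals3 in podocytes turned to −1.29 with cells named one by one and −1.03 with mixed clusters kept. Lgals3 in mesangial cells turned to −0.21 with mixed clusters kept, and Ctgf in endothelial cells to −0.24 with cells named one by one. The cause was not tested.

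When each library was left out in turn, 700–701 of the called podocyte genes, 759–760 of the endothelial, 866 of the mesangial and 185–186 of the parietal epithelial genes kept their direction. Of the differing genes, 911–912 kept it between podocytes and endothelial cells, 688 between podocytes and mesangial cells and 404 between endothelial and mesangial cells. With parietal epithelial cells the ranges were 266–276 against podocytes, 120–131 against endothelial and 72–73 against mesangial cells. Genes chosen in all 4 libraries tend to keep their direction in 3 of them, so these counts do not measure stability. The difference in median UMIs ranged over 287.5–1964. The difference in share ranged over 16.5–45.2 points for endothelial cells, 6.17–7.33 for macrophages, 1.94–5.04 for mesangial cells, −0.618 to 0.0425 for parietal epithelial cells and −24.8 to 2.25 for podocytes. For B cells it was −1.04 to 0.181, and in the share of cells, tubule cells ranged over −0.489 to 0.371. That in cells with Cdkn1a UMIs ranged over 0.0867–1.46 in podocytes, 1.23–5.02 in endothelial, −4.03 to 12.6 in mesangial and 15.5–23.1 in parietal epithelial cells. Of the called lists, 23–25 kept their sign.

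Over the 79 values of named genes there were 1483 alternative values. Of these, 1322 kept their side of the threshold or stayed within the SE, 65 lost a call, 16 gained one, 76 moved in size and 4 called ones reversed. Genes that were not called changed sign in 23 further alternatives, which are counted by size or threshold alone. For 5 values DESeq2 gave no adjusted p. Of 320 alternatives of the 40 list results, 261 kept their side of the threshold or stayed within the quartiles' spread, 52 lost a call, 2 moved and 5 called ones reversed. Lists that were not called changed sign in 18 further alternatives, 16 of them without 1 library.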

Other observations

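In this part the tests of immune RNA in the NF-kB list, of endothelial RNA in mesangial sums, of depth for the macrophage share, and the tests on Cdkn2a, on podocyte markers and on shared replicate differences were chosen only after the results were seen. The limits of the sex test were set after its values were seen, and the other tests had their limits fixed before. The limits for endothelial doublets were taken out after results were seen and later put back word for word.

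Inflammatory genes were higher in aged endothelial cells. Low depth of young replicate 2 as the whole cause is argued against, since the median log2 fold change of the NF-kB list without that library was 0.65, against 0.66 with it. Leaving out young replicate 1 lowered it more, to 0.39. RNA carried over from immune cells is argued against under the preset correlation, since without genes under 10% of another class the list had a camera adjusted p of 8.88e-16, while fry on all genes gave 0.08. A dissociation response stays open. The dissociation list had an endothelial median of 0.44, with 0.27 without aged replicate 2, so it rose in the same cells. The lowest median of the dissociation list over the 4 classes was −0.13, in parietal epithelial cells, but it turned to 0.36 without young replicate 2 and to 0.02 without aged replicate 1, and parietal epithelial cells do not decide the matter for endothelial cells. The endothelial inflammatory genes may reflect the isolation of the cells, and age itself stays open as untested.

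Genes higher in aged mesangial cells were examined for RNA of other classes. Of these genes 2.4% were highest in macrophages and under 10% of that level in mesangial cells, which argues against macrophage RNA as the main source. Endothelial RNA in the young sums would dilute mesangial transcripts, but endothelial markers stood at no more than 3.0% of their own level in either young mesangial sum. Mixed cells had already been left out of these sums, so that low level speaks for the filtered sums only. In the aged mesangial sums endothelial markers stood higher, at 4.27% and 3.90%. Of the genes higher in aged, 1.82% were highest in endothelial cells and under 10% of that level. That share argues against endothelial RNA in the aged sums as the main source. Endothelial doublets in the young libraries stay open. Of the called genes 78.1% were also called with the mixed cells kept, between the limits of 50% and 80% fixed before. Age stays open as untested.

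For the Cdkn2a rise in aged mesangial cells, macrophage RNA is argued against, since macrophage markers stood at no more than 0.123% of their macrophage level in the aged mesangial sums. Macrophages also had a lower level of Cdkn2a. In the aged libraries it was 1.44 and 10.8 CPM in macrophages against 25.1 and 29.2 CPM in mesangial cells, all before TMM. The means of 6.13 and 13.9 CPM differ in basis, since the mesangial mean includes the young libraries and the macrophage mean does not. More UMIs per aged mesangial cell is argued against as well. After thinning to 2000 UMIs the lower aged share of cells with a UMI was 3.98%, above the 1.25% and 1.99% that counts of 0 allow in the young libraries. RNA of the other named classes together is argued against too. At the median share of their markers in the aged mesangial sums and the upper limit of their Cdkn2a level, they would bring 0.232 and 0.227 CPM. The aged mesangial sums had 25.1 and 29.2 CPM before TMM. The 0.232 and 0.227 CPM are not strict maxima, since the marker shares are medians. T and NK cells, and tubule cells in aged replicate 2, had a marker share of 0 and so added nothing. An earlier limit asked for a mesangial level 10 times that of macrophages, which was not met, and the tests of macrophage RNA and of all named classes were added after that. RNA of cells without a class was not tested, and age stays open as untested.

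Macrophages named by cluster were few in both young libraries. With cells named one by one there were more, 58 of 5035 and 107 of 6976 young cells against 740 of 9187 and 798 of 6802 aged cells. The low depth of young replicate 2 is argued against, since young replicate 1, with a median of 2935 UMIs per cell against 2715 and 3730 in the aged libraries, had a share of 0.0794%. Clusters whose best class was macrophage but whose level was too low for a name held 469 cells led by Clec4e, Itgal and Cybb and 241 led by Ccr2, Chil3 and Fn1, and these are in no share. The young libraries held 41 and 47 of the first and 56 and 30 of the second, against 112 and 269 and 106 and 49 in the aged. Another unnamed cluster of 192 cells was led by Ifitm6, Ly6c2 and Lyz2, although its best class was podocyte. It went the other way, with 8 and 175 young against 2 and 7 aged cells. Differences in isolation between the preparations were not tested.

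The 3687 mixed barcodes of young replicate 2 may be droplets that hold free RNA. Their summed profile correlated with the sum of all named cells of that library at r = 0.964 across genes, and with the best single class, endothelial cells, at 0.757. Genes are not independent replicates. After thinning to 800 UMIs, 90.2% of these barcodes carried markers of at least 2 classes. The share was 10.2% of podocytes, 63.7% of endothelial and 63.1% of mesangial cells of that library. The barcodes were set apart by markers of several classes and mixed cells were left out of the named ones, so these shares restate the selection. The mixed clusters had different best classes, among them podocyte and mesangial, so their sum could resemble the whole library without free RNA. Free RNA thus stays open.

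Podocyte markers in endothelial sums stood at a median of 0.791%, 0.958%, 0.729% and 0.522% of their podocyte level in young replicate 1, young replicate 2, aged replicate 1 and aged replicate 2. In mesangial sums they stood at 1.12%, 1.66%, 0.865% and 0.792%. The podocyte identity list was lower in aged endothelial and mesangial cells, and its calls there were lost without genes under 10% of another class (adjusted p 0.0769 and 0.162). Only 6 of 25 and 6 of 24 genes were left, with medians of −0.23 and −0.27, so the loss of the calls does not show that carried-over podocyte RNA was the cause.

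Sex of the animals is argued against as the source of the difference between ages. All 4 libraries held Y-linked transcripts, with 4620 and 4275 UMIs in the young and 8102 and 7923 in the aged libraries. The highest Xist level of the 4 libraries was 0.19 CPM, from 8 UMIs. By rank alone both young libraries lay above both aged ones in Y-linked transcripts (206.3 and 231.6 against 194.3 and 188.4 CPM) and below them in Xist, which chance gives in a share of 0.333. The prediction had named no size, so the verdict rests on limits of 1 CPM for Xist and 100 CPM for Y-linked transcripts.

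Classes of 1 library shared differences between replicates. The replicate difference of the young libraries in podocytes and mesangial cells correlated across genes with those of parietal epithelial cells at 0.145 and 0.0763, and the age differences at 0.145 and 0.278. Between endothelial and parietal epithelial cells, these were 0.114 and 0.293. Classes of 1 library are thus not independent, and the overlap of calls was not tested against that.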
